# Derivation of induced pluripotent stem cells from orangutan skin fibroblasts

**DOI:** 10.1186/s13104-015-1567-0

**Published:** 2015-10-16

**Authors:** Krishna Ramaswamy, Wing Yan Yik, Xiao-Ming Wang, Erin N. Oliphant, Wange Lu, Darryl Shibata, Oliver A. Ryder, Joseph G. Hacia

**Keywords:** Induced pluripotent stem cell, Reprogramming, Conservation, Evolution, Orangutan, Great ape, Gene expression

## Abstract

**Background:**

Orangutans are an endangered species whose natural habitats are restricted to the Southeast Asian islands of Borneo and Sumatra. Along with the African great apes, orangutans are among the closest living relatives to humans. For potential species conservation and functional genomics studies, we derived induced pluripotent stem cells (iPSCs) from cryopreserved somatic cells obtained from captive orangutans.

**Results:**

Primary skin fibroblasts from two Sumatran orangutans were transduced with retroviral vectors expressing the human *OCT4*, *SOX2*, *KLF4*, and c-*MYC* factors. Candidate orangutan iPSCs were characterized by global gene expression and DNA copy number analysis. All were consistent with pluripotency and provided no evidence of large genomic insertions or deletions. In addition, orangutan iPSCs were capable of producing cells derived from all three germ layers in vitro through embryoid body differentiation assays and in vivo through teratoma formation in immune-compromised mice.

**Conclusions:**

We demonstrate that orangutan skin fibroblasts are capable of being reprogrammed into iPSCs with hallmark molecular signatures and differentiation potential. We suggest that reprogramming orangutan somatic cells in genome resource banks could provide new opportunities for advancing assisted reproductive technologies relevant for species conservation efforts. Furthermore, orangutan iPSCs could have applications for investigating the phenotypic relevance of genomic changes that occurred in the human, African great ape, and/or orangutan lineages. This provides opportunities for orangutan cell culture models that would otherwise be impossible to develop from living donors due to the invasive nature of the procedures required for obtaining primary cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13104-015-1567-0) contains supplementary material, which is available to authorized users.

## Background

Orangutans are southeast Asian great apes that last shared a common ancestor with humans and the African great apes (chimpanzees, bonobos, and gorillas) 12–16 million year ago [1]. The native geographical distribution of the two orangutan species is currently restricted to the South-East Asian islands of Borneo (*Pongo pygmaeus*) and Sumatra (*Pongo abelii*) [2]. Their speciation time is estimated to be approximately 300,000–400,000 years ago, with evidence of continued low levels of gene flow afterwards [1, 3]. Both orangutan species are classified as endangered [4, 5] with an estimated 6600 Sumatran and 54,000 Bornean individuals alive in 2004 [6]. In general, orangutan census techniques are subject to interpretation since they are most commonly based on the density of orangutan nests due to the fact that direct counts of animals are hindered by low encounter rates [7]. Nevertheless, the indisputable rapid decline in Sumatran and Bornean orangutan populations (suggested average annual losses of 230–400 Sumatran and 2050–4850 Bornean orangutans over the last 25 years) has heightened awareness that rapid action is needed for conversation efforts to be effective [5, 8–10].

The ability to reprogram somatic cells obtained from living or recently deceased donors into induced pluripotent stem cells (iPSCs) provides exciting new opportunities for conversation biology [11]. While reprogramming technologies are constantly evolving, traditionally this has been accomplished through the transient expression of a group of transcription factors (*OCT4*, *SOX2*, *KLF4*, and *c*-*MYC*), also called Yamanaka reprogramming factors, in cultured somatic cells. iPSCs can be expanded indefinitely and differentiated into cells from all three germ layers. This is highlighted by ongoing efforts to develop methods to differentiate iPSCs from endangered species into germ cells for the in vitro production of embryos that can be implanted into surrogate females of a related existing species [12]. This would further enhance the value of cryopreserved cells banks, such as the Frozen Zoo© at the Zoological Society of San Diego [13, 14]. The initial reports of iPSCs derived from endangered species involved the silver-maned drill monkey and northern white rhinoceros [15] followed by the prairie vole [16] and snow leopard [17]. Most recently, iPSCs have been reported for small numbers of chimpanzees, bonobos, and gorillas using traditional Yamanaka reprogramming factors and retroviral vectors that integrated into the genome [18, 19]. iPSCs has also been derived from two chimpanzees using reprogramming methods that do not involve the genomic integration of transgenes [20]. Despite these reports involving African great apes as well as non-endangered primates used in biomedical research [21], the derivation of iPSCs from orangutans has not been reported to date.

In addition to the aforementioned conservation efforts, orangutans have also been studied because of their complex behaviors [22] and their phylogenetic relationships with humans and the African great apes [23]. While the social behaviors [24–26] and adept tool use [26–32] of orangutans have been extensively studied, it remains a challenge to catalog the underlying genetic underpinnings for the cognitive abilities and other specializations in the orangutan lineage. Genomic analyses have indicated positive selection in the orangutan lineage of genes that play critical roles in pathways pertaining to visual perception and glycolipid metabolism relevant to neurological functions [1]. Nevertheless, it is difficult to test hypotheses regarding the functional relevance of these genomic signatures of selection given the limited availability of appropriately preserved orangutan tissues and cultured cells outside of primary skin fibroblasts [33] and transformed lymphoblasts [34]. A recent investigation of enhancer divergence and cis-regulatory evolution in the human and chimp neural crest using iPSC-derived cell culture models highlights the value these models can have in addressing fundamental questions in molecular evolution [35]. Furthermore, more complex organoid models, such as ‘mini-brains’, that can be developed from iPSCs [36] would open new opportunities to engage in comparative neuroscience studies.

Here, we report the generation of orangutan iPSCs as a novel resource for conservation biology and investigating the functional relevance of genetic changes that could have contributed to phenotypic specializations in great apes. Gene expression information obtained from these orangutan iPSCs as part of their characterization could provide information relevant to molecular changes that have occurred after the split of the human and orangutan lineages. Furthermore, these resources provide an initial step required for the development of in vitro model systems to investigate potential differences in the production and activities of specialized cell types in humans and the great apes.

## Results and discussion

### Derivation of candidate iPSCs from primary orangutan skin fibroblasts

Primary skin fibroblast cultures previously derived from punch biopsies of the upper limbs of two Sumatran orangutans (KB10973, 29 year old male; KB10460, 43 year old female) [33] were obtained from the Zoological Society of San Diego. They were transduced with retroviruses designed to express the human *OCT4*, *SOX2*, *KLF4* and *c*-*MYC* genes, as previously described [37, 38] (“Methods” Section). We observed iPSC-like colonies by 2 weeks and clonally expanded TRA-1–60 positive colonies by 3 weeks, consistent with prior reports of reprogramming skin fibroblasts from healthy human donors [37, 39]. Candidate iPSC colonies KB10973-1 and KB10460-1 showed the expected morphological features and expressed protein biomarkers of pluripotency (Fig. 1). No differences were observed in orangutan iPSC with respect the colony morphology, passage characteristics, or molecular characteristics relative to other human iPSCs that were produced in our laboratory at approximately the same time [37, 38].

**Fig. 1:**
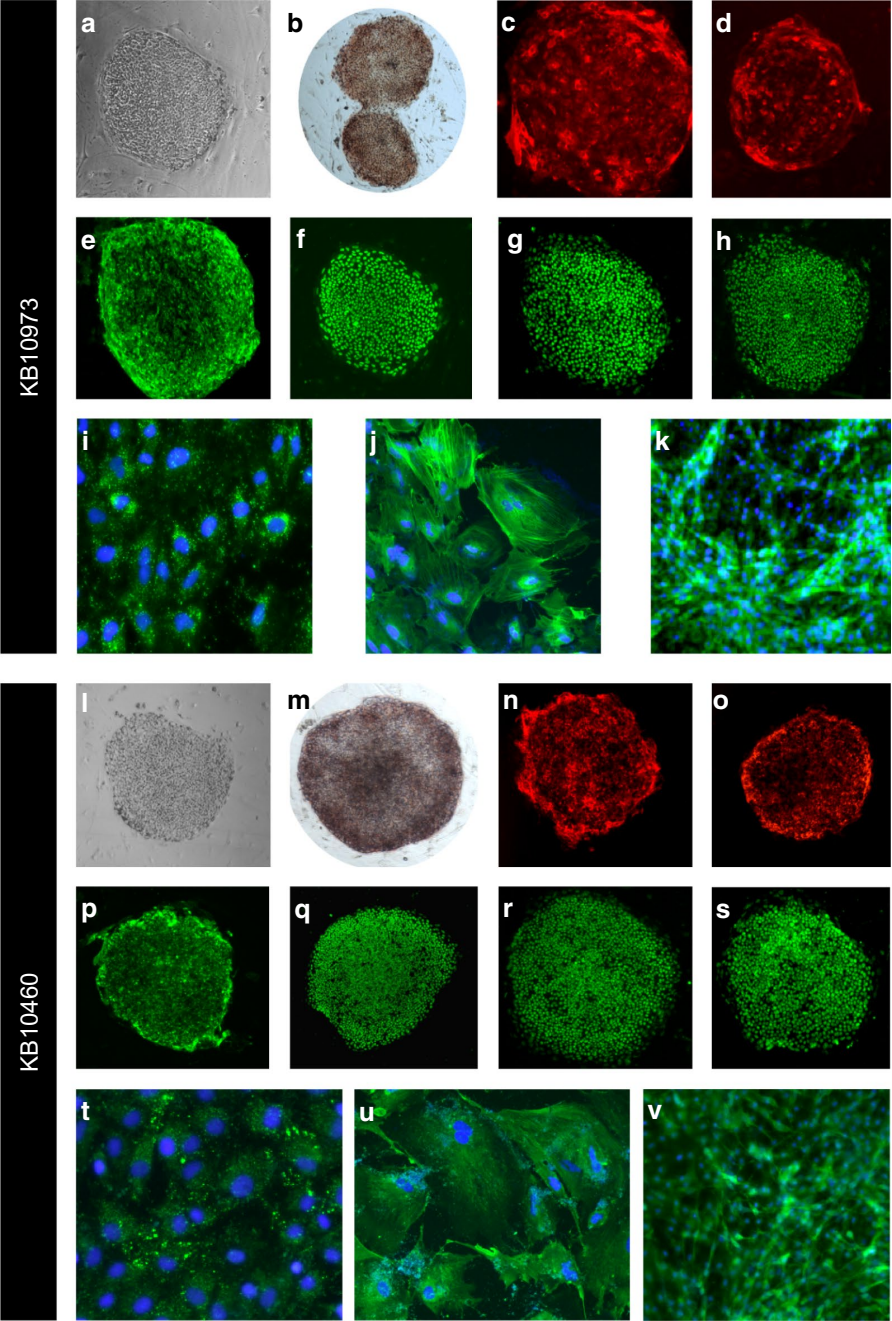
Images of orangutan iPSCs and derivatives. Data pertaining to KB10973 iPSC colony 1 (*Panels* **a**–**k**) and KB10460 iPSC colony 1 (*panels* **l**–**v**) are provided, as described in “Methods” Section. Light microscope images of iPSCs are shown in *panels* (**a**, **l**). Alkaline phosphatase staining is depicted in *panels* (**b**, **m**). Images of iPSCs immunostained for TRA-1-60 (*panels* **c**, **n**), TRA-1-81 (*panels* **d**, **o**), SSEA4 (*panels* **e**, **p**), OCT4 (*panels* **f**, **q**), SOX2 (*panels* **g**, **r**), and NANOG (*panels* **h**, **s**) are shown. DAPI nuclear counterstaining is not shown for the purpose of image clarity. *Panels* **t**–**v** provide the results of in vitro differentiation assays conducted on KB10973 iPSC colony 1 (*panels* **i**–**k**) and KB10460 iPSC colony 1. Cell populations derived from each of the three germ layers were detected by immunostaining for AFP (endoderm; *panels* **i**, **t**), SMA (mesoderm; *panels* **j**, **u**), and beta-III-tubulin (ectoderm; *panels* **k**, **v**). Nuclei were counterstained with DAPI (*blue*) in *panels* **t**–**v**

### In vitro differentiation of orangutan iPSCs and teratoma assays

Orangutan iPSCs were capable of forming embryoid bodies which were capable of producing cells derived from all three germ layers, as assessed by in vitro differentiation assays (“Methods” Section) (Fig. 1). Furthermore, both orangutan iPSCs tested formed teratomas when injected into immune-deficient mice (“Methods” Section). Figure 2 depicts the histology of one of these teratomas, which demonstrated the presence of tissues representative of all three germ layers. The results of in vitro and in vivo differentiation assays conducted on orangutan iPSCs were indistinguishable from those of human iPSCs produced in our laboratory at approximately the same time [37, 38].

**Fig. 2:**
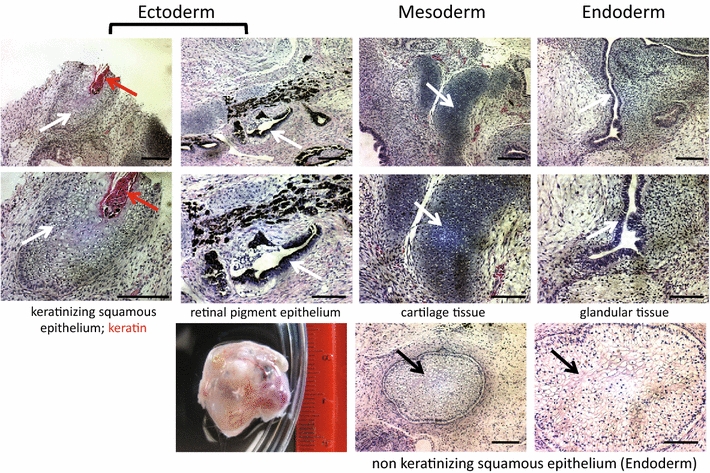
iPSC teratoma assay. Histological analysis of a teratoma derived from KB10973 iPSC colony 1 is provided. Cell populations representative of all three germ layers are present as indicated. *Arrows* correspond to annotations provided under each panel. *Scale bars* on the top two rows and bottom row of tissue sections are 200 µm and 50 µM, respectively

### Gene expression profiles of orangutan donor cells

We validated the robust expression of previously reported iPSC signature genes [39] in multiple candidate orangutan donor-derived iPSC colonies and skin fibroblasts based on global gene expression profiling data of over 18,000 transcripts conducted on human GeneChip microarrays (Additional file 1). 

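Gene expression was measured in 8 cultures from the 2 Sumatran orangutans, 1 skin fibroblast culture and 3 iPSC colonies from each of KB10460 (a 43 year old female) and KB10973 (a 29 year old male). RNA from each culture was hybridized to its own one-colour Affymetrix array made for human transcripts, which holds 22277 probe sets. The authors normalized the arrays together with RMA, which corrects the background, equalizes the distributions and summarizes the probes of each probe set as 1 log2 value. The median log2 value of an array lay between 3.74 and 3.82 in all 8 arrays. Starting from these deposited log2 values, the 6 iPSC arrays were compared with the 2 fibroblast arrays with limma, and a probe set was called when it changed by more than 1.5-fold at a Benjamini-Hochberg adjusted p under 0.05, two-sided. The platform annotation gave 1 gene symbol to 19070 probe sets, several to 1043 and none to 2164. Genes are named from the first group and from Additional file 2, apart from SNURF and SNRPN, whose probe sets carry several symbols. Colonies of a donor are not independent animals, so the p-values measure the spread between colonies and cultures of 2 orangutans. The small number of fibroblast arrays limits the precision of every comparison with them.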

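Additional file 2 lists 36 signature genes, and several of them had a high array signal in the iPSC colonies and a low one in the fibroblasts. DNMT3B, a de novo DNA methyltransferase, had a log2 value of 11.13 ± 0.15 (SD, n = 6) in the iPSCs and 5.55 ± 0.40 (SD, n = 2) in the fibroblasts. POU5F1, which encodes OCT4, was at 10.61 ± 0.05 (SD, n = 6) against 5.22 ± 0.31 (SD, n = 2). LIN28A, an RNA-binding regulator of let-7 microRNAs, was at 10.43 ± 0.11 (SD, n = 6) against 3.28 ± 0.44 (SD, n = 2), and the NODAL co-receptor TDGF1 at 10.24 ± 0.04 (SD, n = 6) against 3.64 ± 0.02 (SD, n = 2). LIN28A ranked at percentile 98.3 of the probe sets of an iPSC array on average and at percentile 24.1 in the fibroblasts. SOX2 and NANOG, the other core pluripotency transcription factors, had signals of 6.92 ± 0.36 (SD, n = 6) and 5.68 ± 0.14 (SD, n = 6) in the iPSCs, against 3.51 ± 0.04 (SD, n = 2) and 3.32 ± 0.02 (SD, n = 2) in the fibroblasts. NANOG stood at percentile 77.6 in the iPSCs, and since probe sets differ in affinity and mismatches, these percentiles do not rank transcripts by abundance. Of 21 measured genes in a list of other pluripotency genes, 10 were higher in the iPSCs, 1 was lower and 10 were not called (10 higher and 1 lower when adjusted over the list alone). Examples are L1TD1 at 10.26 ± 0.41 (SD, n = 6) against 3.62 ± 0.63 (SD, n = 2), the Polycomb gene PHC1 at 9.46 ± 0.20 against 4.42 ± 0.03, and GDF3, a TGF-beta family ligand, at 8.21 ± 0.87 in the iPSCs. The list as a whole shifted upward in limma's camera with a preset correlation (adjusted p = 6.1e-05), and this call was lost with an estimated correlation (adjusted p = 0.067 with an estimated correlation). Of the 4 reprogramming factors, POU5F1 and SOX2 were higher in the iPSCs, KLF4 was lower by limma (log2 fold change -0.74, standard error 0.23, adjusted p = 0.040) and MYC was not called (log2 fold change 0.41, standard error 0.33, adjusted p = 0.43). The retroviral vectors of the paper carried the human forms of these 4 genes. The array signals do not separate a vector's transcript from that of the cell's own gene. The values of these genes, here and below, therefore do not show which of them was expressed. Without the KB10973 fibroblast array, which leaves 1 fibroblast array, the log2 fold change of KLF4 shrank to -0.40. The KLF4 call ended in limma without KB10460 colony 1 or 2 (adjusted p = 0.061 and 0.053) and without KB10973 colony 2 or 3 (adjusted p = 0.065 and 0.073). It also ended with median centring (adjusted p = 0.053), with arrayWeights (adjusted p = 0.097) and with colonies averaged within donor (adjusted p = 0.16). In these settings where the call ended, the log2 fold change stayed between -0.69 and -0.77. Probe sets annotated to the pseudogenes POU5F1P3 and POU5F1P4 rose with POU5F1, and near-identical copies of this gene are uncertain to separate on the array.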

Unsupervised hierarchical clustering analysis based on the expression of the most variable transcripts [i.e. coefficient of variation (CV) >0.25 across all samples)] (Fig. 3a) or preselected pluripotency biomarkers produced two distinct clusters consisting of skin fibroblasts and the iPSCs (Fig. 3b). 

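The 2 clusters were recovered from the deposited values with either gene set. Of the 546 probe sets with a CV over 0.25, 406 were lower in the iPSCs, 119 were higher and 21 were not called by limma. Without the KB10460 fibroblast array, 344 probe sets had such a CV. A fall leaves 6 of the 8 arrays at the low level, and so gives a lower mean and a higher CV than an equal rise, which bears on these counts. The variable probe sets hold 13 of the 36 signature probe sets. With average linkage and Euclidean distance on these probe sets, the 6 iPSC arrays were joined at a height of 17.2 and the 2 fibroblast arrays at 31.2, while the iPSC and fibroblast branches met only at 101. The last join was thus 5.89 times as high as the join of all iPSCs. On all 22277 probe sets the same 2 clusters formed and this ratio was 3.26. On the signature genes called higher in the iPSCs the branches met at a height of 19.2, against 3.43 for the iPSC arrays, a ratio of 5.60. These genes were picked on the same arrays for being different between the 2 cell types, so that separation is set by their choice. On all 36 listed probe sets the ratio was 3.39.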

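Of the 36 signature genes, each at its listed probe set, 26 were higher in the iPSCs, none was lower and 10 were not called by limma (29 higher and 1 lower when adjusted over the list alone). In 33 of them all 6 iPSC arrays lay above both fibroblast arrays. LIN28A had a log2 fold change of 7.16 (standard error 0.15, adjusted p = 2.6e-09 from limma), with TDGF1 at 6.60 (standard error 0.07, adjusted p = 4.8e-11), DNMT3B at 5.58 (standard error 0.15, adjusted p = 1.6e-08) and POU5F1 at 5.39 (standard error 0.11, adjusted p = 2.2e-09). The fibroblast values of LIN28A and TDGF1 are near background, which understates folds, so no order of size is drawn. CYP26A1, an enzyme that degrades retinoic acid, rose by 5.05 on the log2 scale, and MYCN, a transcription factor of the MYC family, by 4.21. SOX2 rose by 3.40, NANOG by 2.37, and PODXL, a sialomucin of the cell surface, by 2.08. ADD2 was called at 1.05 (standard error 0.16, adjusted p = 0.0010 from limma), and the median fold of the called genes was 8.56. LEFTY2, an inhibitor of NODAL signalling whose probe set is also annotated to a paralog, varied between colonies (log2 value 7.60 ± 1.23, SD, n = 6). Its call ended with arrayWeights (limma, log2 fold change 2.71, adjusted p = 0.076). The log2 fold change of LEFTY2 was 2.92 without the KB10460 fibroblast array and 2.57 without the KB10973 one. Either fit leaves 1 fibroblast array, so that the colonies alone give the spread. CRABP1, GAL, PTPRZ1 and SEMA6A had positive log2 fold changes between 0.84 and 1.98 but were not called, and the SD of their levels over the 6 colonies was between 0.58 and 1.61. By limma CRABP1 was called without KB10460 colony 1 (log2 fold change 1.36, adjusted p = 0.030), GAL with colonies averaged within donor (adjusted p = 0.0077) and PTPRZ1 with the donor block (adjusted p = 0.041). A SEMA6A probe set that is not listed, noted after its values were seen, was called higher (1.96, adjusted p = 3.1e-05). 1 colony lay apart from the other 5 for DNMT3B, CYP26A1, NANOG, PIM2 and CRABP1. EDNRB, the endothelin receptor type B, had a log2 fold change of -1.08 at its listed probe set (standard error 0.37, adjusted p = 0.056 from limma). Of its probe sets that are not listed, noted after their values were seen, one was called lower (-3.19, standard error 0.23, adjusted p = 8.3e-06 from limma) and the other was not called (-1.06, adjusted p = 0.052). The listed one was called lower by limma with the donor as a fixed block (adjusted p = 0.024) and in 6 further settings, with the lowest adjusted p (0.0045) without KB10460 colony 1. As a list, the 36 genes shifted upward in limma's camera, with the preset correlation (adjusted p = 6.9e-16) and with an estimated one (adjusted p = 0.015 with an estimated correlation).

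**Figure D1:**
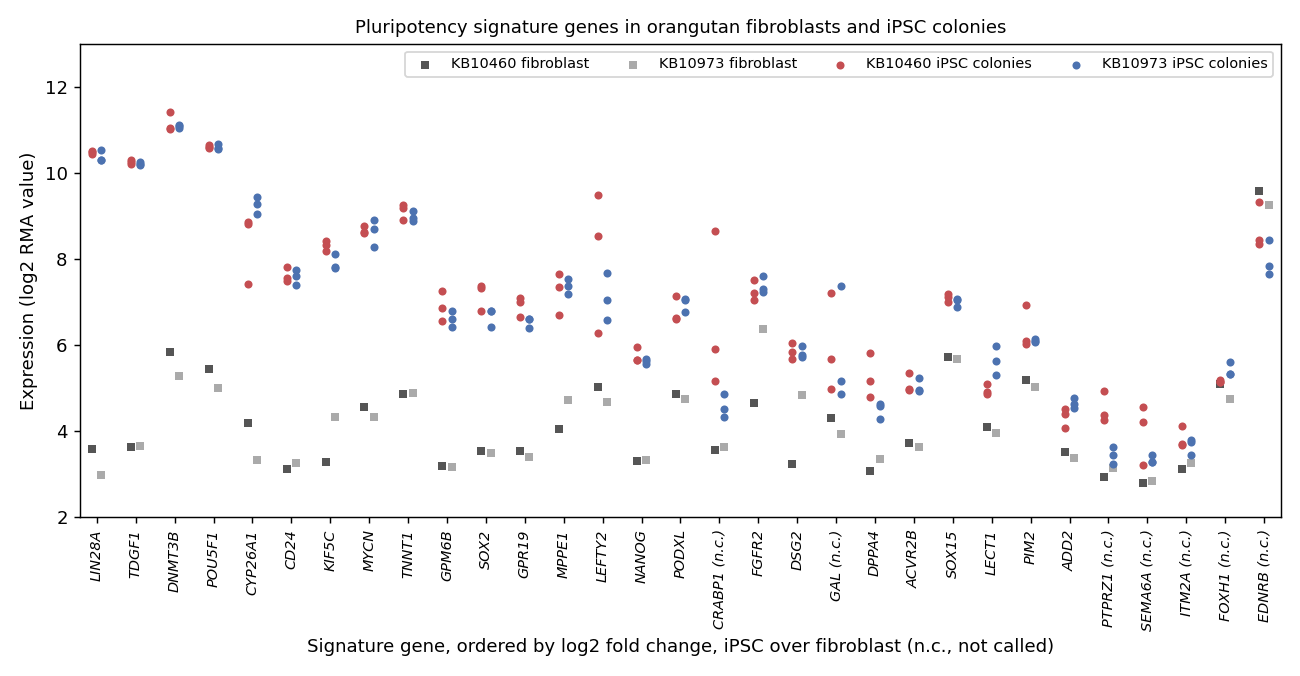
Log2 RMA expression values (vertical axis) of signature genes, each at its listed probe set (horizontal axis, ordered by log2 fold change), with 1 square for each fibroblast culture and 1 circle for each iPSC colony, coloured by donor. The circles lie far above the squares for LIN28A, TDGF1, DNMT3B and POU5F1, and overlap with them for EDNRB.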

As expected, the pluripotency biomarkers consistency showed higher expression in the iPSCs relative to the fibroblasts (Fig. 3b). All iPSC gene expression profiles showed similar expression signatures as demonstrated by the dendrograms shown in Fig. 3a, b. 

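The 6 iPSC profiles were closer to one another than to any fibroblast profile. Across all probe sets, the 15 pairs of iPSC arrays had a median Pearson r of 0.988 (range 0.986 to 0.994), against 0.864 (range 0.842 to 0.885) for the 12 pairs of an iPSC and a fibroblast array and 0.973 for the pair of fibroblast arrays. These correlations are across probe sets, which are not independent replicates. Colonies of the same donor had a median r of 0.992 (6 pairs, range 0.987 to 0.994). Colonies of different donors had one of 0.988 (9 pairs, range 0.986 to 0.989), so the ranges overlap. KB10460 colony 1 had an r of 0.9867 and 0.9877 with colonies 2 and 3 of its donor. With the KB10973 colonies its r was 0.9876 to 0.9893. The 3 KB10973 colonies formed a cluster of their own on all probe sets (height 36.3) and on the signature genes called higher (height 1.47), and the 3 KB10460 colonies on none of the sets. On the variable probe sets, KB10973 colonies 1 and 2 joined at a height of 6.11 and KB10973 colony 3 joined KB10460 colonies 2 and 3 at 13.0. The variable probe sets include ones of the SNRPN locus, which among the iPSCs were low only in KB10973 colonies 1 and 2. Between the colonies of the donors, KB10973 minus KB10460, POU5F1 differed by -0.01 (standard error 0.08), NANOG by -0.12 (standard error 0.10) and SOX2 by -0.49 (standard error 0.18) on the log2 scale, and none of the 3 was called. KB10973 colonies 1 and 2 had the highest r of all iPSC pairs (0.994). They also shared the low SNRPN signal and a raised level of chromosome 12 genes (medians 0.34 and 0.40, see the closing section). These 2 colonies may therefore not be independent replicates, which was not tested. The comparison of donors treats them as separate. Between the 3 colonies of KB10973 and the 3 of KB10460, 20 of 22277 probe sets were called by limma, 10 higher in each donor, and 2265 had an unadjusted p under 0.05. This count ranged from 1 to 152 when a colony was left out (152 without KB10460 colony 1, 7 without colony 2 and 2 without colony 3 of that donor, 3 without KB10973 colony 1, 1 without colony 2 and 12 without colony 3). Among the called genes, RPS4Y1, a Y-linked ribosomal protein gene, was higher in the male donor KB10973 (log2 difference 2.36, standard error 0.12, adjusted p = 0.0014 from limma), as were the junction gene JAM3 (1.99, standard error 0.16) and the steroid reductase gene SRD5A1 (1.47, standard error 0.14). PLAT, which encodes tissue plasminogen activator, and GSR, which encodes glutathione reductase, were higher in KB10460, with log2 differences of -2.45 (standard error 0.24) and -2.27 (standard error 0.21). The calls of PLAT, GSR and SRD5A1 ended in limma without KB10460 colony 3, without any 1 of the KB10973 colonies, with the colony number as a block and with KB10973 colonies 1 and 2 averaged (adjusted p between 0.060 and 0.17), and that of JAM3 ended without KB10973 colony 1 or 2 (adjusted p = 0.13 and 0.093) and with these averaged (adjusted p = 0.14). Colony numbers share only a number between the donors, so the end of a call with that block is not evidence against it. From the dendrograms, the paper concludes that the iPSC profiles had similar expression signatures.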

Since all samples were derived from orangutans, our report of differentially expressed genes between fibroblasts and iPSCs are valid. Nevertheless, any genes with low expression in fibroblasts and iPSCs samples could be influenced by mismatches between the orangutan transcript and human probes [40]. 

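Of 22277 probe sets, 4850 were called between the iPSCs and the fibroblasts by limma, 2712 higher in the iPSCs (1925 genes) and 2138 lower (1466 genes). A change over 4-fold was found upward for 489 probe sets and downward for 584. All 6 iPSC arrays lay on one side of both fibroblast arrays for 8463 of all 22277 probe sets, where chance gives 7.14%. Among genes with a symbol, each taken at its probe set with the highest mean, the largest falls were those of the matrix metalloproteinase genes MMP3 (log2 fold change -9.67, standard error 0.11, adjusted p = 1.3e-10 from limma) and MMP1 (-8.75), the somatostatin gene SST (-9.43), the matrix proteoglycan gene DCN (-8.67), the prostaglandin synthase gene PTGS2 (-8.56), RGS4 (-8.03), CEMIP (-7.66) and the collagen gene COL3A1 (-7.52). Values near background in the iPSCs understate such falls, so their order is that of the measured values only. By the same choice of probe sets, the largest rise was that of the keratin gene KRT18 (log2 fold change 8.04, standard error 0.25, adjusted p = 3.5e-08 from limma). The skeletal muscle actin gene ACTA1 (7.01), the surface antigen gene CD24 (6.89), the imprinted gene MEST (6.44) and the adhesion gene CXADR (6.40) also rose. Values near background in the fibroblasts understate such rises, so the place of KRT18 too is that of the measured values only.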

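Several gene lists fixed beforehand moved as groups. Of 44 measured fibroblast and mesenchymal genes, 36 were lower in the iPSCs, 3 were higher and 5 were not called (36 lower and 3 higher when adjusted over the list alone), among them the collagen gene COL6A3 (log2 fold change -7.36) and the aminopeptidase gene ANPEP (-7.07). Of 23 epithelial genes, 16 were higher and none was lower (16 when adjusted over the list alone), with EPCAM at 5.84, the E-cadherin gene CDH1 at 4.83 and KRT8 at 4.57. Both shifts were called by limma's camera with the preset correlation (adjusted p = 5.8e-18 and 4.6e-10) and with an estimated one (adjusted p = 0.021 with an estimated correlation for both). Of 40 cell cycle genes, 36 were higher and none was lower (37 higher and 1 lower when adjusted over the list alone). CDC20 rose by 5.07, BUB1 by 4.33 and CCNB1 by 3.95 on the log2 scale. The median log2 fold change of the list was 1.87. It was 1.49 without the KB10460 fibroblasts and 2.63 without the KB10973 ones, so its size depends on the fibroblast culture. The shift of this list had an adjusted p of 7.5e-17 in camera with the preset correlation, and camera did not call it with an estimated one (adjusted p = 0.074). Of 28 cytokine and chemokine genes, 23 were lower and none was higher (23 when adjusted over the list alone), such as CXCL2 (-7.49), IL6 (-7.09) and CXCL5 (-6.75). The fibroblast levels of these 3 genes differed between the 2 cultures, of which there is 1 per donor. The list was past the threshold of camera with the preset correlation only (adjusted p = 0.070 with an estimated correlation). Of 34 DNA methylation and chromatin genes, 22 were higher and none was lower (22 when adjusted over the list alone), with the Polycomb cofactor gene JARID2 at 4.90 and DNMT3A at 3.47. Its shift too was past the threshold of camera with the preset correlation only (adjusted p = 0.053 with an estimated correlation). Of 17 genes of MHC class I and antigen processing, 10 were lower and none was higher (10 when adjusted over the list alone), with B2M at -3.06 and HLA-E at -2.09 (adjusted p = 0.053 with an estimated correlation). The limb identity genes had 6 lower and none higher of 15 (6 when adjusted over the list alone), with TBX3 at -4.32 and SHOX2 at -4.06 (adjusted p = 0.11 with an estimated correlation). Of 26 lists tested, 16 shifted in camera with the preset correlation and 3 with an estimated one, the signature, mesenchymal and epithelial lists.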

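NANOG and PODXL, in which 2 of 11 probes were without mismatch to the orangutan sequence, were called higher in the iPSCs. Of the signature genes not called, PTPRZ1, SEMA6A and ITM2A were at 3.97 ± 0.65, 3.66 ± 0.58 and 3.74 ± 0.21 (SD, n = 6) in the iPSCs, which is percentile 49.7, 39.8 and 48.1 of an array. ITM2A passed the adjusted p (0.017 from limma) but not the fold threshold. Over the 25 probe sets whose alignment and probes were complete, the share of probes without mismatch was related neither to the level in the iPSCs (Spearman's rho 0.12, permutation p = 0.58, adjusted p = 0.58 over both relations) nor to the log2 fold change (rho 0.28, permutation p = 0.18, adjusted p = 0.35), with 100000 resamples and two-sided. Pearson's r was 0.11 (permutation p = 0.60) and 0.25 (permutation p = 0.22). These relations are across genes, which are not independent replicates, and 25 probe sets leave room for relations of this size.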

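In the alignments of the signature genes, most human probes had an identical orangutan counterpart. Of 345 probes that could be searched in 32 probe sets, 215 (62.3%) were found without mismatch in the other species' line. Of the rest, 78 had 1 mismatched base and 52 had 2 or more, at most 5. Gap positions of the alignment were counted as mismatched bases. The 5 of a CD24 probe and the 4 of a DNMT3B probe are such gaps. Over 14652 aligned positions, 97.4% were identical. ACVR2B, MYCN and GPR19 had 10 of 11 probes without mismatch, LIN28A had 8, TDGF1 had 7, POU5F1 and DNMT3B had 6, and MPPE1 had 3. All 345 probes were equal to the upper line of their alignment, although the heading of the file names the orangutan sequence as the upper line. The lines were therefore read the other way round. With the reading of the heading all 345 probes would equal the orangutan sequence, so every count of probe mismatches rests on the reading chosen. Only the identity of the lines, 97.4%, is the same either way.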

We provide alignments of human probe sequences corresponding to these pluripotency genes and orangutan genomic sequences in Additional file 2. Overall, the orangutan gene profiling results were consistent with that of human iPSCs produced in our laboratory at approximately the same time [37, 38].

**Fig. 3:**
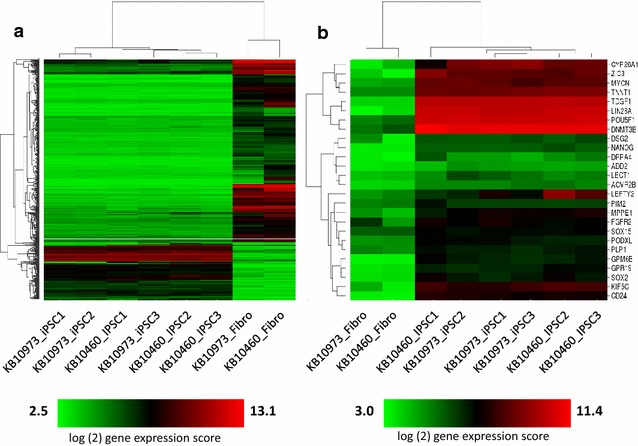
Gene expression profiles of orangutan fibroblasts and candidate iPSCs. Dendrograms depicting unsupervised hierarchical clustering analysis of gene expression data from skin fibroblasts and iPSCs derived from orangutan donors. Donor ID is provided along with colony number in the case of iPSCs. All analyses were conducted using average linkage and Euclidean distance. **a** Clustering based on log2-transformed gene expression scores from 546 probe sets with coefficient of variation (CV) greater than 0.25 and conducted using average linkage and Euclidean distance. **b** Clustering based on log2-transformed gene expression scores corresponding to 26 pluripotency-related genes that are differentially expressed between fibroblasts and iPSC (>1.5 fold change, FDR < 0.05). *Color bars* represent log-2 transformed gene expression values for each panel

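Both numbers of the legend were met by the deposited values, with 546 probe sets at a CV over 0.25, taken as the sample SD over the mean of the log2 values (344 without the KB10460 fibroblast array), and 26 signature genes past the thresholds. Signature genes outside the 26 include CRABP1, GAL, PTPRZ1, SEMA6A, ITM2A, FOXH1 and EDNRB. Among the 26, 17 changed by more than 4-fold, and 9 had a mean log2 value above 8 in the iPSCs. The first arrays to join on the signature genes were KB10973 colonies 1 and 3, at a height of 1.28, and KB10460 colony 1 joined the other iPSCs last, at 3.43. The CV divides by the mean log2 value, so a given SD passes more easily at a low mean. The CV of linear values passed 0.25 in 5266 probe sets.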

### Genotypes and DNA copy number profiles of iPSCs

As expected, SNP genotypes in iPSCs and corresponding donor fibroblasts were concordant by analysis on CytoSNP-12 BeadArrays, consisting of 50 mer oligonucleotide probes designed to interrogate human genomes (“Methods” Section). Based on comparing hybridization signals from fibroblast and iPSC genomic DNA (gDNA) samples obtained from the same donor, we did not detect large copy number changes (CNCs) in the iPSCs analyzed (Additional file 3). Since all comparisons involve orangutan gDNAs that share approximately 0.974 nucleotide identity in unique gap free sequences with the human gDNAs [1], we minimize the chance that mismatches between orangutan gDNAs and the BeadArray probes will result in the spurious calling of genomic deletions in the orangutan iPSCs.

## Conclusions

We have demonstrated that cryopreserved skin fibroblasts from orangutans can be reprogrammed into iPSCs using the Yamanaka factors. Their ability to produce cells from all three germ layers in vitro and in vivo provides evidence of their pluripotency (Figs. 1, 2). Since iPSC colonies could be derived from these fibroblast cultures using the traditional retroviral methods, they should also have utility in evaluating non-retroviral reprogramming methods that do not alter the genome [41].

Orangutan iPSCs have potential applications for conservation biology in the present time as well as in the future. In terms of immediate relevance, orangutan iPSCs can be used to evaluate protocols for deriving germ cells from iPSCs [42–46]. Even if functional male and female gametes could be derived from genetically unaltered iPSCs in the future, numerous challenges for their applications in assisted reproductive technologies will remain [11, 12]. Furthermore, these technologies do not address vital issues regarding the preservation of the natural habitats of endangered species.

Transcriptome analyses of cultured human and great ape fibroblasts [47] and lymphoblastoid cell lines [48–50] have been used generate specific hypotheses regarding evolutionary selection in various primate lineages. In the former case [47], follow up studies were conducted on blood specimens that can be ethically obtained from living great apes and other non-human primates [33, 51, 52]. Although landmark studies have been performed on autopsy materials from great apes [53–57], appropriate biological specimens from deceased individuals are often difficult to obtain from a significant number of individuals. Likewise, ethical and sample acquisition issues strongly affect research into adaptations that affect developmental processes in each of these lineages.

Cross-species comparisons of the development and functions of central nervous system (CNS) cell lineages are of among those of greatest interest for human evolutionary biology [58]. iPSCs from humans, orangutans, and other great apes provide a gateway to address focused hypotheses regarding the timing of neurological adaptations that have occurred within and among these species [58]. A recent application of iPSC and genomic technologies to investigate enhancer divergence and cis-regulatory evolution in the human and chimp-derived cranial neural crest cells provides a model for future investigations in CNS cell types from orangutans, humans, and other great apes [35]. The mapping of fixed genetic changes across species that affect gene regulatory networks in a cell or tissue-specific manner would have enormous value for deciphering the molecular basis for phenotypic specializations in different ape lineages. As noted, iPSCs can also provide in vitro models of species-specific developmental processes that are not otherwise accessible due to numerous ethical and practical reasons [35]. Furthermore, more complex organoid models, such as ‘mini-brains’, that can be developed from iPSCs [36] would open new opportunities to engage in comparative neuroscience studies.

While purified cell types are useful for investigating cell autonomous mechanisms, recent technological innovations have allowed three-dimensional organoid models of the CNS [59] and other systems [60] to be derived from iPSCs in order to investigate non-cell autonomous mechanisms of biomedical relevance. These approaches could also be used to address questions relevant to human and great ape evolution. Finally, we note possible applications of genome editing technologies to investigate the functional relevance of genomic regions under selection within and among these primate lineages by introducing specific genetic changes in human and great ape iPSC-derived cell types [61].

## Methods

### Cell culture

Previously established primary orangutan skin fibroblast cultures were obtained from the Zoological Society of San Diego (ZSSD) [33]. Cultured skin fibroblasts were maintained in fibroblast growth media containing Dulbecco’s modified eagle medium (DMEM) containing 10 % fetal bovine serum (FBS), 2 mM l-glutamine, 100 µM nonessential amino acids and 0.5 % penicillin and streptomycin (Invitrogen). 293T packaging cells were maintained in the same media except with 10 % FBS. iPSCs were generated and maintained in human iPSC (hiPSC) growth medium containing DMEM/F12 containing 20 % KOSR (vol/vol) (Invitrogen), 10 ng/ml bFGF, 1 mM l-glutamine, 100 µM nonessential amino acids, 100 µM β-mercaptoethanol, 50 U/mL penicillin and 50 mg/mL streptomycin.

### Cellular reprogramming

Cellular reprogramming was conducted using the Yamanaka factors as previously described [37]. Retroviral pMX vectors for human OCT-3/4, SOX2, KLF4 and c-MYC were obtained from Addgene (https://www.addgene.org/). Briefly, GP2-293 packaging cells (Clontech) were plated at 2 × 10^6^ cells per 100-mm dish and incubated overnight. The cells were transfected with 5 µg of pMX vectors and 5 µg of pVSV-G vectors in the presence of Lipofectamine Transfection Reagent (Invitrogen) and the media was replaced the next day. Virus containing supernatant was collected on days 2 and 3 post-transfection and filtered through a 0.4 micron pore cellulose acetate filter (Corning).

Prior to transduction, primary orangutan cultures were plated at 8 × 10^5^ cells per well of a 6-well plate and incubated overnight. The cells were transduced with equal amounts of the four retroviruses in the presence of 5 ng/ml protamine sulfate. The following day the virus containing media was replaced with Fibroblast Growth (FG) medium. After another round of transduction, cells were trypsinized on day 6 and plated on a murine embryonic fibroblast (MEF) feeder layer at 2 × 10^5^ cells per well of a 6-well plate. The next day, the medium was replaced with hiPSC growth medium containing 1 mM valproic acid and 10 ng/mL βFGF. After daily media changing for 1 week, hiPSC culture medium conditioned with mitomycin C (Sigma-Aldrich) inactivated mouse embryonic fibroblasts (iMEFs) was used to support cell growth. Approximately 21 days after transduction, colonies exhibiting iPSC characteristics were picked mechanically and plated on iMEFs for expansion.

### Immunostaining

Cells were first fixed with 4 % paraformaldehyde, permeabilized with 1 % triton, and incubated with the primary antibody overnight at 4 °C. After washing three times with PBS, the cells were incubated with the secondary antibodies for 1 h at room temperature. The following primary antibodies were used: TRA-1-81 (mouse monoclonal against human, 1:100 dilution, EMD Millipore, Catalog #MAB4381), TRA-1-60 (mouse monoclonal against human, 1:100 dilution, EMD Millipore, Catalog #MAB4360), OCT4 (goat polyclonal against human, 1:100 dilution, R&D Systems, Catalog #AF1759), NANOG (goat polyclonal against human, 1:50 dilution, R&D systems, Catalog #1997), SOX2 (goat polyclonal against mouse, rat and human, 1:100 dilution, Santa Cruz Biotechnology, Catalog #sc17320), SSEA4 (mouse monoclonal against human, 1:100, Developmental Studies Hybridoma Bank, Catalog #MC-813-70), α-fetoprotein (AFP) (mouse monoclonal against human, 1:250 dilution, Sigma, Catalog #A8452), βIII-Tubulin (rabbit monoclonal against rat, 1:100 dilution, Covance Catalog #MRB-435P) and alpha smooth muscle actin (αSMA) (1:500 dilution, Abcam, Catalog #ab5694). Secondary antibodies used were rhodamine-labeled donkey anti-mouse IgG (1:100 dilution, Santa Cruz Biotechnology, Catalog #sc-2300), FITC-labeled donkey anti-rabbit IgG (1:100 dilution, Jackson ImmunoResearch, Catalog #711-095-152), FITC-labeled donkey anti-goat IgG (1:100 dilution, Jackson ImmunoResearch, Catalog #705-095-003) and Alexa Fluor 488 donkey anti-mouse IgG (1:500 dilution, ThermoFisher Scientific, Catalog #R37114). The Alkaline Phosphatase Detection Kit (Sigma-Aldrich) was used according to the manufacturer’s protocol.

### Genotyping and copy number analysis

Human CytoSNP-12 Infinium HD BeadChips (Illumina) that interrogate the genotypes of approximately 300,000 human single nucleotide polymorphisms (SNPs) were used to evaluate copy number in total genomic DNA from orangutan fibroblasts and iPSCs. Data filtering was performed using GenomeStudio (Illumina). Copy number analysis was performed using CNVPartition version 2.4.4, as previously described [62].

### Gene expression profiling

Biotin-labeled cRNA targets obtained from total RNA samples (Affymetrix GeneChip IVT Labeling Kit) were processed and analyzed on Affymetrix Human Genome 133A 2.0 GeneChips, as previously described [47]. All data normalization and analysis of differentially expressed genes (DEGSs) were conducted using WebArray software [63, 64]. 

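The thresholds in the legend of Fig. 3 were kept for the values given beside the results, but the false discovery rate was that of Benjamini and Hochberg in place of SPLOSH. With a Storey q-value in its place, 5016 probe sets were called, 2819 higher and 2197 lower in the iPSCs. These include all 4850 of the Benjamini-Hochberg calls. Such a q-value scales the adjusted p down, so this inclusion is set by the method and is no test of the calls. In simulated data with 200 changed probe sets of 22277, the limma fit of 6 arrays against 2 recovered 79.5% of changes of 1 on the log2 scale, 97.0% of changes of 2 and all of 4, with 6, 11 and 10 false calls. With no probe set changed it made 0 calls. These rates hold for the simulated data only, in which 200 probe sets changed, where 4850 were called on the real arrays. They are not error rates of the real comparison.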

We applied the RMA algorithm to generate log2-transformed gene expression values and used linear model statistical analysis (limma) to identify DEGSs with false discovery rates (FDRs), based on the spacings LOESS histogram (SPLOSH) method (Additional file 1B). We used CIMminer software (http://discover.nci.nih.gov/cimminer/home.do) for hierarchical clustering analysis [65].

### In vitro differentiation and teratoma assays

iPSCs were detached from culture dishes with collagenase IV, maintained in suspension to induce embryoid body formation, and subjected to an in vitro differentiation procedure as described [37]. For teratoma analysis, iPSCs from a confluent 10 cm^2^ plate were harvested and subcutaneously injected to the dorsal flanks of immunodeficient (SCID) mice (Jackson Laboratory). Teratomas were fixed in 10 % formalin, sectioned, stained with hematoxylin and eosin, and subject to histological analysis as described [37]. All mice used in this study were maintained in accordance with the Guide for the Care and Use of Animals (United States Department of Health and Human Services, Public Health Service, Bethesda, MD, 2012).

### Availability of supporting data

Gene expression scores and .cel files supporting the results of this article are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository [Series Accession Number GSE69603 and http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE69603].

## Additional files

10.1186/s13104-015-1567-0 Log-transformed gene expression scores from orangutan fibroblasts and iPSCs. 

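The expression scores of Additional file 1 are the log2 RMA values of the 8 arrays, 1 row per probe set, with the rank of each score in its array. The first 1599 probe sets of the table were used here. Among these no score differed from the deposited value by more than 5e-05. For KRT18, a keratin gene of simple epithelia, the iPSC score was 11.56 ± 0.39 (SD, n = 6) at percentile 99.2 and the fibroblast score 3.52 ± 0.04 (SD, n = 2) at percentile 38.9.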

A complete list of log-transformed gene expression scores from orangutan fibroblasts and iPSCs is provided along with their percentile rank within a given samples. 

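The list of differentially expressed genes gives for each probe set a signed fold change of iPSCs over fibroblasts and an FDR. Over the part of the table used here, limma on the deposited values called 405 probe sets higher and 312 lower in the iPSCs. The folds from this comparison are 263 for KRT18, 57.3 for EPCAM, 28.3 for CDH1 and 4.24 for PODXL, and -164 for COL6A3 and -4.25 for HLA-E, where a negative sign marks the reciprocal of a fall.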

Differentially expressed genes (1.5-fold change FDR<0.05) are also provided.
10.1186/s13104-015-1567-0 Orangutan sequences and probe tilings present in the human GeneChip microarrays that pertain to pluripotency genes. Alignments of orangutan sequences and selected probe tilings from the human GeneChip arrays pertaining to pluripotency genes listed in reference [39] are provided.

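Each entry of Additional file 2 gives a signature gene, its Affymetrix probe set, the sequence from which the probes were chosen, the probes, and a side by side alignment of that sequence with the other species. A mismatch under a probe can lower the signal of that probe, and the probe set's score is a robust summary over its probes, 11 for most genes of the list. CD24, a surface antigen, has 16 probes, of which 10 were without mismatch, and its score was 7.60 ± 0.16 (SD, n = 6) in the iPSCs against 3.18 ± 0.10 (SD, n = 2) in the fibroblasts.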

10.1186/s13104-015-1567-0 Copy number variation analysis for orangutan iPSCs. Log base 2 of the ratio of subject (iPSC) and reference (fibroblast) R values for probes in the CNV BeadArray are provided for KB10973 iPSC colony 1 and KB10460 iPSC colony 1. All data is mapped onto the human karyotype.

## Abbreviations

iPSC: induced pluripotent stem cell
FBS: fetal bovine serum
CNC: copy number change

# Supplementary material for: Derivation of induced pluripotent stem cells from orangutan skin fibroblasts
**Source:** BMC Res Notes. 2015 Oct 16;8:577. doi: 10.1186/s13104-015-1567-0
**Supplement:** Supplementary file 2 — 10.1186/s13104-015-1567-0 Orangutan sequences and probe tilings present in the human GeneChip microarrays that pertain to pluripotency genes. Alignments of orangutan sequences and selected probe tilings from the human GeneChip arrays pertaining to pluripotency genes listed in reference [39] are provided.

**Additional file 4. Orangutan sequences and probe tilings present in the human GeneChip microarrays that pertain to pluripotency genes.**

**>HG-U133_PLUS_2:219823_AT GENE LIN28A**

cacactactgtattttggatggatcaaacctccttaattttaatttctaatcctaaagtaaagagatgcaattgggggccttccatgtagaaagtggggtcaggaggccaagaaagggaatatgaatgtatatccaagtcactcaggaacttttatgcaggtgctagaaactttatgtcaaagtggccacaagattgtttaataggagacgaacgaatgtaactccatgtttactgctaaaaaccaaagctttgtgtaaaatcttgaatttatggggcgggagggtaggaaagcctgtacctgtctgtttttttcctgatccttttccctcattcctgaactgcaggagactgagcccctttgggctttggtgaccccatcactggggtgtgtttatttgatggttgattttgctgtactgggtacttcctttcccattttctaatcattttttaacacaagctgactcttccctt

**Alignment (orangutan on top; human on bottom)**

000000001 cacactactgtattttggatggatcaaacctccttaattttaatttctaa 000000050

<<<<<<<<< ||||||||||||||||||||||||||||||| |||||||||||||||||| <<<<<<<<<

203941672 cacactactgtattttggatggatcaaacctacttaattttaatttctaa 203941623

000000051 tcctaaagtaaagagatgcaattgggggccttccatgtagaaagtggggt 000000100

<<<<<<<<< ||||||||||||||||||||||||||||||||||||||| |||||||||| <<<<<<<<<

203941622 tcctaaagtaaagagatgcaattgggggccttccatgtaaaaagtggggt 203941573

000000101 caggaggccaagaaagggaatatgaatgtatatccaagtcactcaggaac 000000150

<<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<<

203941572 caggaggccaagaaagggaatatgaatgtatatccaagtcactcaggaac 203941523

000000151 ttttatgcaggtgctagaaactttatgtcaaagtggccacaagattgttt 000000200

<<<<<<<<< ||||||||||||||||||||| |||||||||||||||||||||||||||| <<<<<<<<<

203941522 ttttatgcaggtgctagaaac.ttatgtcaaagtggccacaagattgttt 203941474

000000201 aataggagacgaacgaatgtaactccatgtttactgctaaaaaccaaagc 000000250

<<<<<<<<< ||||||||||||||||||||||||||||||||||||||| |||||||||| <<<<<<<<<

203941473 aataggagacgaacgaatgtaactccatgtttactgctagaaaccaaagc 203941424

000000251 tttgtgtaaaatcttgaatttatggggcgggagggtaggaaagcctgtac 000000300

<<<<<<<<< ||||||||||||||||||||||||||| |||||||||||||||||||||| <<<<<<<<<

203941423 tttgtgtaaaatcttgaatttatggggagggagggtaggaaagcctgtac 203941374

000000301 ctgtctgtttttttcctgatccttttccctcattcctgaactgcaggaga 000000350

<<<<<<<<< |||||||||||| ||||||||||||||||||||||||||||||||||||| <<<<<<<<<

203941373 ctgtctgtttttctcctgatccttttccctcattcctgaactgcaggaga 203941324

000000351 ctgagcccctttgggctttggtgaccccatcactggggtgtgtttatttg 000000400

<<<<<<<<< ||||||||| |||||||||||||||||||||||||||||||||||||||| <<<<<<<<<

203941323 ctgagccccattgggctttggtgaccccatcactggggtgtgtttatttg 203941274

000000401 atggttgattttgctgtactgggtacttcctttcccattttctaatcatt 000000450

<<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<<

203941273 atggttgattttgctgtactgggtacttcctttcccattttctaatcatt 203941224

000000451 ttttaacacaagctgactcttccctt 000000476

<<<<<<<<< |||||||||| ||||||||||||||| <<<<<<<<<

203941223 ttttaacacatgctgactcttccctt 203941198

**>HG-U133_PLUS_2:206286_S_AT GENE TDGF1**

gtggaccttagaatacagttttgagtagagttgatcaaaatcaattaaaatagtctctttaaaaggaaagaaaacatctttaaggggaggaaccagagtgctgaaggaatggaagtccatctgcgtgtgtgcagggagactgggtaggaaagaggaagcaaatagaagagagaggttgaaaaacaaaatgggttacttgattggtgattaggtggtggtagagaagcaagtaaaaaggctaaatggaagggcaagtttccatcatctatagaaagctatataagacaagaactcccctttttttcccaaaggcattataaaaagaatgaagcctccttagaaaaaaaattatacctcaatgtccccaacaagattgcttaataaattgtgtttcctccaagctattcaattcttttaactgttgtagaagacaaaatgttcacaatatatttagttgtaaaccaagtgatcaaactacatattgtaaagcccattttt

**Alignment (orangutan on top; human on bottom)**

000000001 gtggaccttagaa.tacagttt.tgagtagagttgatcaaaatcaa.tta 000000047

<<<<<<<<< ||||||||||||| |||||||| ||||||||||||||||||||||| ||| <<<<<<<<<

100019721 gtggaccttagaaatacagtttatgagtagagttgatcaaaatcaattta 100019672

000000048 aaatagtctctttaaaaggaaag.aaaacatctttaaggggaggaaccag 000000096

<<<<<<<<< ||||||||||||||||||||||| |||||||||||||||||||||||||| <<<<<<<<<

100019671 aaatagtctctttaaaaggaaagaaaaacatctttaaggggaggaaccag 100019622

000000097 agtgctgaa.ggaat.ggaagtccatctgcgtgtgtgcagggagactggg 000000144

<<<<<<<<< ||||||||| ||||| ||||||||||||| |||||||||||||||||||| <<<<<<<<<

100019621 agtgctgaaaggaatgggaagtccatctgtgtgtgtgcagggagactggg 100019572

000000145 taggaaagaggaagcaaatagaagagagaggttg.aaaaac.aaaatggg 000000192

<<<<<<<<< |||||||||||||||||||||||||||||||||| |||||| |||||||| <<<<<<<<<

100019571 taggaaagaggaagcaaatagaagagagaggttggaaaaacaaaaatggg 100019522

000000193 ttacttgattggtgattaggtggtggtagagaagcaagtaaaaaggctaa 000000242

<<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<<

100019521 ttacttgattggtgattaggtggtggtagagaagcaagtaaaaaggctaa 100019472

000000243 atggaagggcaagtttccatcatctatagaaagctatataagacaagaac 000000292

<<<<<<<<< ||||||||||||||||||||||||||||||||||||||||||||||| || <<<<<<<<<

100019471 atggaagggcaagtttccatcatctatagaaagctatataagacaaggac 100019422

000000293 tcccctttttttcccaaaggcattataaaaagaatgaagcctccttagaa 000000342

<<<<<<<<< |||||||||||||||||||||||| |||||||||||||| |||||||||| <<<<<<<<<

100019421 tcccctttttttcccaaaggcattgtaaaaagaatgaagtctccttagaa 100019372

000000343 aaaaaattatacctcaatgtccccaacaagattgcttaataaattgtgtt 000000392

<<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||| |||| <<<<<<<<<

100019371 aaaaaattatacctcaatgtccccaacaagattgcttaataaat..tgtt 100019324

000000393 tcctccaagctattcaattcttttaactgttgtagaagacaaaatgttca 000000442

<<<<<<<<< ||||||||||||| ||||| ||||||||||||||||||| |||||||||| <<<<<<<<<

100019323 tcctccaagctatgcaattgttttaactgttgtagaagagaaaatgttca 100019274

000000443 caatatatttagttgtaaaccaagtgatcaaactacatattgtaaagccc 000000492

<<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<<

100019273 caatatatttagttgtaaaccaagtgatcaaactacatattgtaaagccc 100019224

000000493 attttt 000000498

<<<<<<<<< |||||| <<<<<<<<<

100019223 attttt 100019218

**>HG-U133_PLUS_2:220668_s_at GENE DNMT3B**

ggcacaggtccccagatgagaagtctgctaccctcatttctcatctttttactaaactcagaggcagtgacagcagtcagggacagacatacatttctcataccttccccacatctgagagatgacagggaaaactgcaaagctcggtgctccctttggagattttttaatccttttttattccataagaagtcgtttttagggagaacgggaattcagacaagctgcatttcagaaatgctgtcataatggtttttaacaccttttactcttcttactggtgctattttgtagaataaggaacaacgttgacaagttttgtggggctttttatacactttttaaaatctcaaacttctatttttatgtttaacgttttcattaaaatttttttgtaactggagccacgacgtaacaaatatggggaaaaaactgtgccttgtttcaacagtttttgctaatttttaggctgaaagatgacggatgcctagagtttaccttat

**Alignment (orangutan on top; human on bottom)**

00000001 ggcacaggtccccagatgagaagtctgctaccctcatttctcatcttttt 00000050

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

30015756 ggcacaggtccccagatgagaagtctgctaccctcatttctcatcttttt 30015805

00000051 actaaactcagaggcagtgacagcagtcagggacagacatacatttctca 00000100

>>>>>>>> |||||||||||||||||||||||||||||||||||||| |||| |||||| >>>>>>>>

30015806 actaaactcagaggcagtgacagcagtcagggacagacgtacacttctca 30015855

00000101 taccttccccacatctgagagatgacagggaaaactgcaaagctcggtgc 00000150

>>>>>>>> |||||||||| ||||||||||||||||||||||||||||||||||||||| >>>>>>>>

30015856 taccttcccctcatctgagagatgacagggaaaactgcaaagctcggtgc 30015905

00000151 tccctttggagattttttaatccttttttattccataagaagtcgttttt 00000200

>>>>>>>> ||| ||||||||||||| |||||||||||||||| | ||||||||||||| >>>>>>>>

30015906 tcc.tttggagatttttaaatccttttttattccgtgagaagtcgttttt 30015954

00000201 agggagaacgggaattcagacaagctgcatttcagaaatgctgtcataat 00000250

>>>>>>>> |||||||| |||| |||||||||||||||||||||||||||||||||||| >>>>>>>>

30015955 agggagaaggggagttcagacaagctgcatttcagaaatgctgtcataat 30016004

00000251 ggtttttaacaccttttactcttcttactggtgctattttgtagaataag 00000300

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

30016005 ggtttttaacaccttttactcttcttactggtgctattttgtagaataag 30016054

00000301 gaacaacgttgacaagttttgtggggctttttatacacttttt..aaaat 00000348

>>>>>>>> ||||||||||||| ||||||||||||||||||||||||||||| ||||| >>>>>>>>

30016055 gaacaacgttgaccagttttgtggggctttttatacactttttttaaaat 30016104

00000349 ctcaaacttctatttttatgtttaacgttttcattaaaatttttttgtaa 00000398

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

30016105 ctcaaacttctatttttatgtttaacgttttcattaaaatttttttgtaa 30016154

00000399 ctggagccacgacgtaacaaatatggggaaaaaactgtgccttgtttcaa 00000448

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

30016155 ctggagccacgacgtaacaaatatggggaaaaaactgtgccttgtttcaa 30016204

00000449 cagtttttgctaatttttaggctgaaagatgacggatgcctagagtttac 00000498

>>>>>>>> |||||||||||||||||||||||||||||||| |||||||||||||| >>>>>>>>

30016205 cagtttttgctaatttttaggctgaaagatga....tgcctagagtttac 30016250

00000499 cttat 00000503

>>>>>>>> ||||| >>>>>>>>

30016251 cttat 30016255

**>HG-U133_PLUS_2:208286_X_AT GENE POU5F1**

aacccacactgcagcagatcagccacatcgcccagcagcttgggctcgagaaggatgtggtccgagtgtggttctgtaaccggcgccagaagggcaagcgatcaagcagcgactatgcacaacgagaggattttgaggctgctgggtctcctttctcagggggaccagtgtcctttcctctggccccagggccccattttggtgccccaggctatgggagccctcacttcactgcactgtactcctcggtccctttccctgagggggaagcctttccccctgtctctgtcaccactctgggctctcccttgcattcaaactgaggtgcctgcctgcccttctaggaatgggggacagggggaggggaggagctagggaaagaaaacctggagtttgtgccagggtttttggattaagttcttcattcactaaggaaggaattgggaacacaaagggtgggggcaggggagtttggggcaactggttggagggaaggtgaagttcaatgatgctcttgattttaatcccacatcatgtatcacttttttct

**Alignment (orangutan on top; human on bottom)**

000001 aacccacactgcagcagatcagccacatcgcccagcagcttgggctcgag 000050

<<<<<< |||||||||||||||||||||||||||| ||||||||||||||||||||| <<<<<<

571606 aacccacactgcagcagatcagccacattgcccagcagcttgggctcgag 571557

000051 aaggat 000056

<<<<<< |||||| <<<<<<

571556 aaggat 571551

000057 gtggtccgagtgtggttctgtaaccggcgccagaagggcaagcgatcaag 000106

<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<

571368 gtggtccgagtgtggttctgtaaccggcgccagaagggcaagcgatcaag 571319

000107 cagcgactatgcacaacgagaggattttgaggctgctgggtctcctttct 000156

<<<<<< ||| |||||||||||||||||||||||||||||||||||||||||||||| <<<<<<

571318 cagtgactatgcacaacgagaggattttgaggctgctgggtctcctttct 571269

000157 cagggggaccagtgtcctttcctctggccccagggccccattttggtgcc 000206

<<<<<< ||||||||||||||||||||||||||||||||||||||||||||||| || <<<<<<

571268 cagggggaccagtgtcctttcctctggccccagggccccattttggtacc 571219

000207 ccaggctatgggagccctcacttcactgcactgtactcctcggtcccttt 000256

<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<

571218 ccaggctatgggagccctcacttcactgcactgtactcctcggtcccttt 571169

000257 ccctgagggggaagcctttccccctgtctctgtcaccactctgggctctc 000306

<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<

571168 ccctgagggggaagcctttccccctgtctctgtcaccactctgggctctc 571119

000307 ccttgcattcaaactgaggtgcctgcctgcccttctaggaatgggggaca 000356

<<<<<< || |||||||||||||||| ||||||||||||||||||||||||||| <<<<<<

571118 ccatgcattcaaactgagg....tgcctgcccttctaggaatgggggaca 571073

000357 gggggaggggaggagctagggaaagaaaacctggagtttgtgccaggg.t 000405

<<<<<< |||||||||||||||||||||||||| ||||||||||||||||||||| | <<<<<<

571072 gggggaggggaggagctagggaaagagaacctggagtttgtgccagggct 571023

000406 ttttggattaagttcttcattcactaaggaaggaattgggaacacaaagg 000455

<<<<<< ||| |||||||||||||||||||||||||||||||||||||||||||||| <<<<<<

571022 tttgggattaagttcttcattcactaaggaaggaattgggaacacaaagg 570973

000456 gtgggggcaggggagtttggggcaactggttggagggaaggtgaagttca 000505

<<<<<< ||||||||| ||||||||||||||||||||||||||||||||||| |||| <<<<<<

570972 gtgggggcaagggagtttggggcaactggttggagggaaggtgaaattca 570923

000506 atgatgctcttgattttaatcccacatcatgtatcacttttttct 000550

<<<<<< |||| |||||||||||||||||||||||||||||||||||||||| <<<<<<

570922 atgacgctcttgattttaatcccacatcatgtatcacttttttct 570878

**>HG-U133_PLUS_2:207197_AT GENE ZIC3**

**Alignment (orangutan on top; human on bottom)**

>>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||| ||||||||||||||||||||||||||||||||||| >>>>>>>>>

>>>>>>>>> |||||||||||||||||||||||||||||||| ||||||||||||||||| >>>>>>>>>

>>>>>>>>> ||||||||||||||||||||||||||||||||||||||||| ||| |||| >>>>>>>>>

000000551 atta 000000554

>>>>>>>>> |||| >>>>>>>>>

137152541 atta 137152544

*End of probe sequence not present in side by side alignment.

**>HG-U133_PLUS_2:206424_AT GENE CYP26A1**

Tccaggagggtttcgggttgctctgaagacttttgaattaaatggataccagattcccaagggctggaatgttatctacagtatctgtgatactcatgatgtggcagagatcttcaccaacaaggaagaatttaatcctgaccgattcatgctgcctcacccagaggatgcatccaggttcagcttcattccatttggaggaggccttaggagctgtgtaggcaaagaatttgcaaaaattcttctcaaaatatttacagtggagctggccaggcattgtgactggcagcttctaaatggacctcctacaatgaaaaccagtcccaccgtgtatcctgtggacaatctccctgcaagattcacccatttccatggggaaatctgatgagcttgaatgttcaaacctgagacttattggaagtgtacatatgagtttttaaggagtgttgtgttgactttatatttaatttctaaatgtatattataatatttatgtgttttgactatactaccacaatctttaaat

**Alignment (orangutan on top; human on bottom)**

00000001 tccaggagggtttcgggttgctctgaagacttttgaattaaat 00000043

>>>>>>>> ||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91813647 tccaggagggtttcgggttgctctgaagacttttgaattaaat 91813689

00000044 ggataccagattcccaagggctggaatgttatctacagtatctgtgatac 00000093

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91813956 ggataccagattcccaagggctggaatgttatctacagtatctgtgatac 91814005

00000094 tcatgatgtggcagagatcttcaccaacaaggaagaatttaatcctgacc 00000143

>>>>>>>> ||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91814006 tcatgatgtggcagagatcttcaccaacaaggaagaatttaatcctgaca 91814055

00000144 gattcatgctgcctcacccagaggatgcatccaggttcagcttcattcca 00000193

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91814056 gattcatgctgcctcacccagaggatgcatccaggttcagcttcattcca 91814105

00000194 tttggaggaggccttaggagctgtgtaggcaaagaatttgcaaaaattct 00000243

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91814106 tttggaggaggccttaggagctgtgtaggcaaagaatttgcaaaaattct 91814155

00000244 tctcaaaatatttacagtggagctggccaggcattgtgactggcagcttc 00000293

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91814156 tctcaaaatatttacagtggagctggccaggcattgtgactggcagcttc 91814205

00000294 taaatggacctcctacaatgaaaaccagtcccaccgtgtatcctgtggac 00000343

>>>>>>>> ||||||||||||||||||||||||||||||| |||||||||||||||||| >>>>>>>>

91814206 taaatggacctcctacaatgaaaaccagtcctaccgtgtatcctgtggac 91814255

00000344 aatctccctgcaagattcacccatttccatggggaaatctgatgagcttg 00000393

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91814256 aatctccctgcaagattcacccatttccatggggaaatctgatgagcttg 91814305

00000394 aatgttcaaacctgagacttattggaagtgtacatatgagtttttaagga 00000443

>>>>>>>> |||| ||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91814306 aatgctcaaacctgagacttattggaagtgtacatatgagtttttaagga 91814355

00000444 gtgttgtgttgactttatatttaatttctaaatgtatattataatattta 00000493

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

91814356 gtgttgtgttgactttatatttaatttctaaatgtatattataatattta 91814405

00000494 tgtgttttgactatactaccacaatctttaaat 00000526

>>>>>>>> ||||||||||||||||||||||||||||||||| >>>>>>>>

91814406 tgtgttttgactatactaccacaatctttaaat 91814438

**>HG-U133_PLUS_2:266_S_AT GENE CD24**

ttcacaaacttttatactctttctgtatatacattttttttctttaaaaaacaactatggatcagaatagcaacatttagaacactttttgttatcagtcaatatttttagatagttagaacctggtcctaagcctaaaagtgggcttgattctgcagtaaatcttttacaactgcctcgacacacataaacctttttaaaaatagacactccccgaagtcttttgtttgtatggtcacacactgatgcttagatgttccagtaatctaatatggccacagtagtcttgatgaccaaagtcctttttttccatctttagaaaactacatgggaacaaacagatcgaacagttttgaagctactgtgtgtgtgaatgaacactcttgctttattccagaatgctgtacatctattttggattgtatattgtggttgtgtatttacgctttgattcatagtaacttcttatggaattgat

**Alignment (orangutan on top; human on bottom)**

000000001 ttcaca..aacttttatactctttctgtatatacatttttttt.ctttaa 000000047

<<<<<<<<< |||||| ||||||||||||||||||||||||||||||||||| |||||| <<<<<<<<<

108952862 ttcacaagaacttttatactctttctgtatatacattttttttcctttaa 108952813

000000048 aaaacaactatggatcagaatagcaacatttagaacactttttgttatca 000000097

<<<<<<<<< |||||||||||||||||||||||| |||||| |||||||||||||||||| <<<<<<<<<

108952812 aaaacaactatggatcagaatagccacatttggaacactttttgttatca 108952763

000000098 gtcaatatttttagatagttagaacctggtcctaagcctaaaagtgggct 000000147

<<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<<

108952762 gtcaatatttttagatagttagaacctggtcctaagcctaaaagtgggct 108952713

000000148 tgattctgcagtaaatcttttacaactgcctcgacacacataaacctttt 000000197

<<<<<<<<< |||||||||||||||||||||||||||||||||||||||| ||||||||| <<<<<<<<<

108952712 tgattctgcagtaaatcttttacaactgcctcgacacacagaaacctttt 108952663

000000198 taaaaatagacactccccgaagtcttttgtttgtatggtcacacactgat 000000247

<<<<<<<<< ||||| ||||||||||||||||||||||||| | |||||||||||||||| <<<<<<<<<

108952662 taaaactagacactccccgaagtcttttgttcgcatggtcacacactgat 108952613

000000248 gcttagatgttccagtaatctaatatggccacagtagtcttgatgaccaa 000000297

<<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||| | <<<<<<<<<

108952612 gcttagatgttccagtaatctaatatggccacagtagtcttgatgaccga 108952563

000000298 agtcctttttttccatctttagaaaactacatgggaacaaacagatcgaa 000000347

<<<<<<<<< |||||| ||||||||||||||||||||||||||||||||||||||| ||| <<<<<<<<<

108952562 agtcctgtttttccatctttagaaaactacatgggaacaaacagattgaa 108952513

000000348 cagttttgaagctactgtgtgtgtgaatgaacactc..ttgctttattcc 000000395

<<<<<<<<< ||||| |||||||||||||||||||||||||||||| |||||||||||| <<<<<<<<<

108952512 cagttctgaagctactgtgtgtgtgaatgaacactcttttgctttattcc 108952463

000000396 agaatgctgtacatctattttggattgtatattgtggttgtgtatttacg 000000445

<<<<<<<<< |||||||||||||||||||||||||||||||||||| ||||||||||||| <<<<<<<<<

108952462 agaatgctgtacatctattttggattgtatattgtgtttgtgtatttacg 108952413

000000446 ctttgattcatagtaacttcttat.....ggaattgat 000000478

<<<<<<<<< |||||||||||||||||||||||| ||||||||| <<<<<<<<<

108952412 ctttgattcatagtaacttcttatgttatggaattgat 108952375

**>HG-U133_PLUS_2:203130_S_AT GENE KIF5C**

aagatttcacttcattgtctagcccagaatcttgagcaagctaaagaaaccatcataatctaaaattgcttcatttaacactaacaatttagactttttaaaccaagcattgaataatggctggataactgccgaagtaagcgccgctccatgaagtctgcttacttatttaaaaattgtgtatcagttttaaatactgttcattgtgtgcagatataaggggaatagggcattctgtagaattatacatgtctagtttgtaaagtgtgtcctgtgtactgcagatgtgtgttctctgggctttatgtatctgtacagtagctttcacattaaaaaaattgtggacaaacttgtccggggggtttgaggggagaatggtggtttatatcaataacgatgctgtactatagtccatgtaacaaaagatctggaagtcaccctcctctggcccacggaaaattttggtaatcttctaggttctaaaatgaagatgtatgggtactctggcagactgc

**Alignment (orangutan on top; human on bottom)**

00000103 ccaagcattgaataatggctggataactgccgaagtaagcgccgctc 00000149

>>>>>>>> ||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

38417846 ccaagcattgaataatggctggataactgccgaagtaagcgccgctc 38417892

00000155 agtctgct 00000162

>>>>>>>> |||||||| >>>>>>>>

38417896 agtctgct 38417903

00000167 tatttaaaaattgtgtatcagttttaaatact 00000198

>>>>>>>> ||||||||||| |||||||||||| |||||| >>>>>>>>

38417906 tatttaaaaat.gtgtatcagttt..aatact 38417934

00000201 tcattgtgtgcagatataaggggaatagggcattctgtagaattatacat 00000250

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

38417936 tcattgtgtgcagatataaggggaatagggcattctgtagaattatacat 38417985

00000251 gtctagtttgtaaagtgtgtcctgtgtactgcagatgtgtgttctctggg 00000300

>>>>>>>> |||||||| ||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

38417986 gtctagtt.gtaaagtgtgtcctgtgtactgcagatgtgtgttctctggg 38418034

00000301 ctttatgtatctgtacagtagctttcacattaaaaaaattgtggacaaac 00000350

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

38418035 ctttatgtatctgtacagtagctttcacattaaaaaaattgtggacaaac 38418084

00000351 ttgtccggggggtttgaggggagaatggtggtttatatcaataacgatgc 00000400

>>>>>>>> |||||||||||||||||||||||||||||||||||||||| ||||||||| >>>>>>>>

38418085 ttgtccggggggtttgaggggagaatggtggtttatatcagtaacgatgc 38418134

00000401 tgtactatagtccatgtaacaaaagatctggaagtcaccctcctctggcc 00000450

>>>>>>>> |||||||||||||||||||||||| ||||||||||| |||||||||||| >>>>>>>>

38418135 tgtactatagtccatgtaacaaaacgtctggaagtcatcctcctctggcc 38418184

00000451 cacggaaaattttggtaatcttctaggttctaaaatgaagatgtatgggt 00000500

>>>>>>>> |||||||||||||||||||||||||||||||||||||||||||||||||| >>>>>>>>

38418185 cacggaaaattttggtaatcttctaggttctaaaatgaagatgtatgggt 38418234

00000501 actctggcagactgc 00000515

>>>>>>>> ||||||||||||||| >>>>>>>>

38418235 actctggcagactgc 38418249

*Middle of Probe Sequence (in two places) is not present in side by side alignment.

**>HG-U133_PLUS_2:209757_S_AT GENE MYCN**

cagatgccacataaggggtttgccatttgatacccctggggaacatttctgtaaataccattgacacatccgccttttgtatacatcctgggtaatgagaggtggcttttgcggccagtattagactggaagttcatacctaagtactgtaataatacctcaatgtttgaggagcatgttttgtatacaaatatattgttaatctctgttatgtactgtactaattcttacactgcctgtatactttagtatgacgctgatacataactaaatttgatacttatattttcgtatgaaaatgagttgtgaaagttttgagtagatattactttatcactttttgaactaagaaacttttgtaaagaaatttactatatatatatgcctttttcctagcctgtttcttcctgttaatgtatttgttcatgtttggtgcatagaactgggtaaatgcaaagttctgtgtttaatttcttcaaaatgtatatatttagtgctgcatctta

**Alignment (orangutan on top; human on bottom)**

00000001 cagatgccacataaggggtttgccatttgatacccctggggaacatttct 00000050

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540971 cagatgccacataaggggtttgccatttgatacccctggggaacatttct 96540922

00000051 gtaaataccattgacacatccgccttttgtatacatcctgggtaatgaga 00000100

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540921 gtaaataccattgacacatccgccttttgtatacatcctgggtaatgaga 96540872

00000101 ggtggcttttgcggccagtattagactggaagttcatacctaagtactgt 00000150

<<<<<<<< ||||||||||| |||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540871 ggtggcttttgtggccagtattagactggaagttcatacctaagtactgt 96540822

00000151 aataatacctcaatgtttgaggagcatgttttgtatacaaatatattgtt 00000200

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540821 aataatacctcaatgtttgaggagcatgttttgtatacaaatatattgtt 96540772

00000201 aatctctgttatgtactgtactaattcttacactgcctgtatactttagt 00000250

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540771 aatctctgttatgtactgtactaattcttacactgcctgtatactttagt 96540722

00000251 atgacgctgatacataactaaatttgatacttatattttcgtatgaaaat 00000300

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540721 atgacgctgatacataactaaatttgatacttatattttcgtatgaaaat 96540672

00000301 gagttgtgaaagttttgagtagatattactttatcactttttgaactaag 00000350

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540671 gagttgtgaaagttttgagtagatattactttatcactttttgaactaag 96540622

00000351 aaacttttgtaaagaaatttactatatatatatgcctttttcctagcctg 00000400

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540621 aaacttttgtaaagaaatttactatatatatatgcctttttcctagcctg 96540572

00000401 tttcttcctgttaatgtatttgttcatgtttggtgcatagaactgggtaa 00000450

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

96540571 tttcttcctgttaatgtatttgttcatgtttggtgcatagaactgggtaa 96540522

00000451 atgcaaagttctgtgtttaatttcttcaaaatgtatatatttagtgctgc 00000500

<<<<<<<< |||||||||||||||||||||||||||||||||||||||||||||||||| <<<<<<<<

How the deposited data were processed for this re-analysis (not part of the article)

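RNA of 8 cultures was measured on one-colour Affymetrix arrays made for human transcripts, 6 of iPSC colonies and 2 of skin fibroblasts, from 2 Sumatran orangutans. The authors labelled total RNA with biotin, normalized the arrays with RMA in the WebArray software, and deposited log2 expression values for 22277 probe sets. The version of that software is not given in the sources used here. RMA subtracts background, makes the distributions of the arrays equal and summarizes the probes of a probe set, so that a change that affected most transcripts in 1 cell type would be removed from the values. No column of the table lacked a sample (0 left over). Values near the lower end of the scale are background and understate folds, and the number of arrays limits the precision.

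From the deposited values, limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default settings) compared iPSCs with fibroblasts over all 8 arrays with no block, the iPSCs of the donors over 6 arrays, and the difference of the change between donors over 4 groups. Probe sets were called at a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.05. In the third comparison each donor has 1 fibroblast array, which is assumed to vary like a colony. The rule for named genes, the gene lists, the main settings and most alternatives were fixed before the data were examined, apart from the first rows of Additional file 1 and Fig. 3, which had been seen. The rule names every gene of Additional file 2 and the 4 reprogramming factors, the 10 genes with the largest change each way whose arrays do not overlap between the cell types, the 4 called members of each gene list with the largest change, the 5 genes with the largest change each way between donors and in the difference of the change, and the sex-linked genes. Some listed signature genes are counted in totals and are not reported here by name.

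Gene lists were tested on 1 probe set per gene, the one with the highest mean, over 11971 genes, with camera at a preset correlation of 0.01, camera with an estimated correlation, and fry. Of 26 lists with at least 5 measured genes, 18 were past the threshold in fry. Clustering used average linkage on Euclidean distance. Probe mismatches were counted in Python 3.11.15 from the alignments of Additional file 2, and their relations tested with 100000 permutations. The scripts were tested on simulated data. Between the iPSCs of the 2 donors, 3 arrays against 3, 91.5% of 200 probe sets changed by 1 on the log2 scale were recovered. This rate holds for the simulated data only.

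The fibroblasts and iPSCs of a donor come from the same animal, so the donor pairs the arrays. The difference between the donors in fibroblasts and that in their iPSCs had a correlation of 0.02 across probe sets. With the donor as a block, 4952 probe sets were called in place of 4850. Colony numbers of the 2 donors share only a number. The labels were checked with the Y-linked gene RPS4Y1, which had a log2 value of 10.72 in the fibroblasts of the male KB10973 and 7.65 to 7.85 in that donor's iPSCs, against 4.99 in the KB10460 fibroblasts and 5.19 to 5.58 in that donor's iPSCs. XIST, the RNA that silences 1 X chromosome in females, did not separate the fibroblasts (3.62 in KB10460 and 3.22 in KB10973). Among the iPSCs XIST was at 6.88 and 4.84 in KB10460 colonies 2 and 3, but at 2.84 in colony 1. In the KB10973 colonies XIST was at 2.90 to 3.21.

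For the chromosome medians of the closing section, 10956 of 11971 genes were placed by symbol on the Sumatran orangutan assembly NHGRI_mPonAbe1-v2.0, used only for chromosome membership and gene order. The 2887 genes with a mean log2 value over 6 in the iPSCs were kept, and each array was set against the median of the 6 iPSC arrays. Alternatives changed the false discovery rate, the moderation of variances, the donor block, the weighting and averaging of arrays, the normalization, the filter on low values, the fold threshold and the probe sets per gene, and left out each array. The SNP arrays, immunostaining and differentiation assays of the paper were not analysed here.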

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

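The chromosome medians, and the tests of a donor variant, of a deletion and of other loci for SNRPN, of an array-wide shift for the X-linked genes and of a donor difference for the autosomal genes, were chosen only after the result was seen.

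The probe set with the highest signal among those annotated to both SNURF and SNRPN, an imprinted locus that the paper does not report on, had a log2 value of 3.92 in KB10973 colonies 1 and 2, against 11.21 in colony 3 of that donor, 10.99 to 11.39 in the KB10460 colonies and 8.25 and 8.17 in the fibroblasts of KB10460 and KB10973. A donor sequence variant under the probes would lower the KB10973 fibroblasts and colony 3 as well, and the lower of these was at 8.17, while the 13 nearest expressed genes, of which only 3 lie on 1 side, had a median difference of 0.063 (SD 0.21) between these colonies and the other 4, which argues against a deletion of 1 copy that reaches them. Of 815 probe sets above 9 in the other 4 iPSC arrays, 2 (0.245%) were below 5 in both colonies, both of them this locus's own, and this share lies between the bounds set beforehand, but at other loci 0 of 813 were, which argues against an array-wide drop of signal. A loss of expression from the active copy or a smaller deletion may also give this pattern, and neither was tested. NDN, an imprinted gene of the same region named after its values were seen, was at 3.64 and 3.69 in these colonies and at 5.55 to 5.86 in 3 others, but also at 3.59 in KB10460 colony 1, where SNURF and SNRPN signal was kept.

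In KB10460 colony 1, 121 of 123 expressed X-linked genes lay above the median of the 6 iPSC arrays, with a median log2 difference of 0.80 (1.74-fold), or 0.21 over all X-linked genes with no expression minimum, a pattern the paper does not discuss. The autosomal genes of that array had a median of 0.040, the highest of 10000 random autosomal lists of like size and level had 0.117, and the lowest of 3 equal parts of the chromosome's genes had 0.73, which argues against a shift of the whole array, against an effect of expression level and against a cluster of neighbouring genes. XIST, the RNA that silences 1 X chromosome in females, was at 2.84 in this colony, at 6.88 and 4.84 in colonies 2 and 3 of this female donor, and at 3.62 in the fibroblasts, and the X-linked medians of colonies 2 and 3 were -0.03 and 0.20 (49 and 97 of 123 genes above 0). A reactivated or an additional X chromosome is a candidate explanation, and neither was tested. The paper compared this colony with its fibroblasts on SNP arrays, which were not analysed here, and reports no large copy number change.

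Genes of 1 autosome were higher in some colonies than the median of the 6 iPSC arrays. This was so on orangutan chromosome 10 in KB10460 colony 2 (median 0.33, 171 of 177 genes above 0). It was also so on chromosome 12 in KB10973 colonies 1 (0.34, 117 of 126) and 2 (0.40, 116 of 126). The last case was chromosome 17 in KB10460 colony 3 (0.32, 44 of 48). The other of 144 medians, besides that of the X chromosome, lay between -0.15 and 0.20. The highest of the random lists for these 4 cases had a median of 0.057, the lowest of 3 equal parts of each chromosome's genes one of 0.29, and the highest median on these chromosomes in the unaffected colonies of the same donor was 0.07, which argues against expression level, neighbouring genes and a donor difference. A gain of these chromosomes in a part or all of the cells may give such medians, 3 copies in place of 2 being 0.585 on this scale, and was not tested. The paper's SNP arrays, which were not analysed here, covered colony 1 of each donor, and the paper reports no large copy number change in them. With no expression minimum the medians were 0.11, 0.14, 0.17 and 0.05.

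In 12 of 152 genes, 1 iPSC colony lay apart from the other 5, where chance gives about 7.6. In KB10460 colony 1, DNMT3B was at 11.42 (others 11.04 to 11.13), CYP26A1 at 7.41 (8.81 to 9.44), PIM2 at 6.92 (6.02 to 6.13), CRABP1 at 8.65 (4.32 to 5.91), UBE2C at 9.79 (9.60 to 9.65), CCNB1 at 8.83 (8.24 to 8.43) and AIF1 at 6.10 (6.54 to 6.77). In KB10460 colony 2, NANOG was at 5.95 (5.56 to 5.68), MEST at 11.03 (9.86 to 10.04) and TEAD4 at 7.82 (7.11 to 7.28). In KB10973, SHOX2 was at 2.85 in colony 2 (3.23 to 3.43) and TFAP2A at 3.71 in colony 1 (3.85 to 3.93). These values were not corrected for the chromosome medians above, and each of these colonies had a raised one. Whether a shift of a whole chromosome sets some of these genes apart was not tested.

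The change from fibroblasts to iPSCs differed between the donors by limma in 27 of 152 genes, and each difference rests on 1 fibroblast array per donor. These genes include the 10 named for the largest such difference, so the count is not a rate. The variation of a single culture is not separated from a difference between donors, so no donor difference is drawn from these calls. The change in KB10973 minus that in KB10460 was positive on the log2 scale for EREG (5.59), CRH (5.36), CCL20 (5.21), CXCL3 (4.89), CCN2 (4.47), FGF2 (4.04), IFI6 (3.37), CXCL2 (2.99), INHBA (2.59), CD14 (2.52), CXCL5 (2.37), JAM3 (1.98) and IL6 (1.71). It was negative for PCP4 (-3.80), FABP5 (-3.68), CCL5 (-3.53), GINS1 (-3.49), RPS4Y1 (-3.37), PLAT (-3.22), DIRAS3 (-2.07), DSG2 (-1.63), L1TD1 (-1.60), FGFR2 (-1.58), UBE2C (-1.44), KIF5C (-1.43), AMBN (-1.15) and NDUFB7 (-1.11).

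For the 20 probe sets called between the iPSCs of the 2 donors, 1 of the 10 splits of the 6 arrays into 3 and 3, the real one, gave as many, and the highest of the others gave 1. So few splits cannot give a share under 0.05.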

How the results depend on the processing

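The average of KB10973 colonies 1 and 2 and the settings of the chromosome medians were chosen only after the results were seen. The count of changed probe sets was 3061 (1704 higher, 1357 lower) at a fold change over 2 and 3222 (1388 lower) with 1 probe set per gene, which tests fewer probe sets. In the other settings it was between 3397, with colonies averaged within donor, and 6633, with no fold threshold, and without 1 array between 4241 and 5021. The signature count lay between 25 and 28 in all settings. With the donor as a fixed block, the pairing by animal, it was 27.

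The CV passed 0.25 in 5266 probe sets on linear values and 0.20 in 873 on log2 values, and without 1 array 0.25 in 344 to 617, the lowest without the KB10460 fibroblasts. The ratio of joins on variable probe sets was 5.63 with complete linkage, 21.8 with 1 minus Pearson r and 3.26 on all probe sets, and 5.45 to 6.05 without 1 array. On signature genes it was 4.70, 11.0 and, on all 36 listed, 3.39, and 5.40 to 6.91 without 1 array. The median correlation of iPSC arrays was 0.981 above the median level and 0.969 as Spearman's rho. The cause was not tested.

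The count between the donors' iPSCs was 74 with eBayes trend and robust, 2 with KB10973 colonies 1 and 2 averaged and 1 to 152 without 1 colony. The count of changes that differ between donors was 366 with that average and 316 to 940 without 1 colony. Colony numbers share only a number between donors (r = -0.05, -0.01 and 0.06 for the pairs with the same number), and with the number as a replicate block the donor count was 2. Fewer arrays enter the averages. Otherwise the cause was not tested.

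The median shift of NODAL and activin genes was -0.056 with all probe sets of each gene, and 0.093 and 0.192 without the KB10973 and the KB10460 fibroblasts. For FGF genes it was -0.011 with all probe sets, -0.041 with median centring, and -0.149 and -0.030 without these arrays. For imprinted genes it was 0.022 with all probe sets, and for keratinocyte and melanocyte genes -0.080 and 0.028 without these arrays. None of these lists was past the threshold of camera in these settings. The cause was not tested. Of 123 named genes, 12 lost their call with colonies averaged within donor, 5 with arrayWeights, 6 without each of the fibroblast arrays and at most 3 without a colony. The X-linked median was between 0.73 and 0.80 in the other settings with an expression minimum and 0.21 with none. Signals near background limit the folds of genes that are low in 1 cell type.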

Differences from the paper's values

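1 alternative, the average of KB10973 colonies 1 and 2, was chosen only after the values were seen. In the part of Additional file 1 used here, the paper's number of probe sets marked as differentially expressed with a fall is 0, and 312 were called lower in the iPSCs by limma at the thresholds the paper states. Against a value of 0 any called fall is a difference, so all alternatives set before the data were examined differ too, with values between 201 for 1 probe set per gene and 387 with no fold threshold. With the average of the 2 colonies the value was 303. The paper's own folds and FDRs in that part place 298 falls past these thresholds, and all of the paper's 394 marks stand beside rises.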

Other observations

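No test in this part was chosen after its result was seen. The HOX, senescence, interferon and trophoblast lists held more genes lower than higher in the iPSCs, and none of these 4 was past the threshold of camera with an estimated correlation. Of 24 measured HOX genes, which set position along the body, 5 were lower, none was higher and 19 were not called by limma (5 lower when adjusted over the list alone), with HOXC6 at a log2 fold change of -6.40 and HOXC4 at -1.27. The shift of the list had an adjusted p of 0.034 by camera with the preset correlation (adjusted p = 0.18 with an estimated correlation), and it was lost without the KB10460 fibroblasts (adjusted p = 0.072). Of 21 cell cycle inhibitors and senescence genes, 11 were lower and 2 higher (11 lower and 3 higher when adjusted over the list alone), with IGFBP3 at -6.95 (adjusted p = 0.28 with an estimated correlation). Of 35 interferon response genes, 9 were lower and 4 higher (10 lower and 5 higher when adjusted over the list alone). TRIM22 was at -4.48 and SP100 at -4.18, while IFITM1 was at 5.06 (adjusted p = 0.18 with an estimated correlation). The shift of this list was lost without the KB10973 fibroblasts (adjusted p = 0.097). Of 20 trophoblast genes, 5 were lower and 1 higher (5 and 1 when adjusted over the list alone), with GATA3 at -4.53 and TFAP2A at -4.32 (adjusted p = 0.11 with an estimated correlation).

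Some respiratory chain and glycolysis genes were called higher in the iPSCs. Neither of these lists was past the threshold of camera with an estimated correlation. Of 45 respiratory chain genes, 19 were higher and none was lower (19 when adjusted over the list alone), with NDUFA7 at 1.43 and COX7C at 1.35 (adjusted p = 0.29 with an estimated correlation). Of 20 glycolysis genes, 7 were higher and 2 lower (7 and 2 when adjusted over the list alone), with the glucose transporter genes SLC2A3 at 4.28 and SLC2A1 at 4.10, and PFKP at -1.32 (adjusted p = 0.20 with an estimated correlation). No ribosomal protein gene of 40 was called, over all probe sets or adjusted over the list alone. The median log2 fold change was 0.24, with 0.079 without the KB10460 fibroblasts and 0.35 without the KB10973 ones. That list was past the threshold of camera with the preset correlation (adjusted p = 0.00050; adjusted p = 0.61 with an estimated correlation) and not without the KB10460 fibroblasts (adjusted p = 0.21).

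The signalling and lineage lists that follow were not past the threshold of camera. Of 27 NODAL and activin pathway genes, 10 were higher and 7 lower (10 and 7 when adjusted over the list alone), with the receptor antagonist BAMBI at 6.18 and the receptor TGFBR2 at -6.11, and the median of the list was negative and its mean positive (-0.03 and 0.33). Of 21 FGF pathway genes, 6 were higher and 5 lower (6 and 5 when adjusted over the list alone), with FGF13 at 5.10 and FGFR3 at 4.07, a median of -0.08 and a mean of 0.30. Of 19 endoderm genes, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone). GATA6 was at 3.94 with an SD of 1.38 over the 6 colonies, CER1 at 2.93 and APOA1 at 2.57. Without the KB10460 fibroblasts the log2 fold changes of these 3 genes were 3.78, 3.28 and 2.62. Without the KB10973 fibroblasts those of CER1 and APOA1 were 2.58 and 2.52. Either fit leaves 1 fibroblast array, so that the colonies alone give the spread. In fits with both fibroblast arrays, the call of CER1 was lost in 6 settings, with log2 fold changes between 2.55 and 3.06. The CER1 level ranged from 4.89 to 8.63 over the colonies. The call of APOA1 was lost with arrayWeights (limma, log2 fold change 2.58, adjusted p = 0.052). Of 15 mesoderm genes, 4 were higher and 1 lower (5 and 1 when adjusted over the list alone), with ACTC1 at 3.37 and KDR at 2.81. Of 20 ectoderm and neural genes, 5 were higher and 1 lower (5 and 1 when adjusted over the list alone), with GAP43 at 5.06 and STMN2 at -7.46. Of 12 germ cell genes, 1 was higher, KIT at 2.40, and 1 lower (1 and 0 when adjusted over the list alone). Of 19 imprinted genes, 4 were higher and 6 lower (4 and 7 when adjusted over the list alone), with PHLDA2 at -2.15. Of 14 keratinocyte and melanocyte genes, 1 was higher, PMEL at 1.74, and none lower (1 when adjusted over the list alone), and of 12 blood and endothelial genes, 2 were higher and 2 lower (2 and 2 when adjusted over the list alone), with PECAM1 at -3.53. Of 11 X-inactivation and Y-linked genes, none was called by limma, over all probe sets or adjusted over the list alone.

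The change from fibroblasts to iPSCs differed between the donors by limma in 648 probe sets, 268 with the higher change in KB10973 and 380 in KB10460, of 3388 at an unadjusted p under 0.05. Each donor has 1 fibroblast array, so the variation of a single culture is not separated from a difference between donors. The spread is that of the iPSC colonies, and the count therefore does not establish a difference between the donors. Without KB10460 colony 1 the count was 940, without colony 3 of that donor it was 408, and without KB10973 colony 1 or 2 it was 316 or 337.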
